A study of Mus musculus with 8 samples. Its data were reported in "MicroRNA profiles following metformin treatment in a mouse model of non-alcoholic steatohepatitis" (2015).

How the data were processed

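Liver miRNA was measured on 8 one-colour oligonucleotide arrays, 4 from mice on a normal diet (control) and 4 from mice on a diet lacking methionine and choline (MCD). The group and the replicate number of each array were taken from the deposited labels, which give 23 weeks of diet for all mice. Total RNA was labelled with Hy5 according to the labels, whereas the methods name a labelling kit for both Hy3 and Hy5. It was hybridised to a mouse miRNA chip and scanned with the scanner of the chip's maker. The scanner columns carry the wavelength used for the green dye, whereas the labels name the red one, and the sources do not settle which dye was read. All arrays were read in the same columns, so the comparison between diets has 1 channel throughout.

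The deposited scanner files hold an intensity for each spot, the median of its pixels, and a local background intensity beside it, both uncorrected and on a linear scale. Each array had 3136 spots. Of these, 1818 were blank, 24 were negative controls, 72 were S-Probe spots, 69 were quality control spots, 16 were spike controls and 2 held no probe. The remaining 1135 spots were miRNA probes, 1 spot per probe, of which 1096 stood for mouse miRNAs and 39 for miRNAs of mouse viruses. Of the probes, 12 carried several miRNA names and are given with all of them where they are named. Probe names are those of the array design.

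The authors also deposited a table of processed intensity values for the same 1135 probes. Set against the scanner values, each column was the spot intensity minus a mean of the blank spots with 5% trimmed at each end, multiplied by 1 factor per array so that the median of the kept probes was 45. A probe was left empty where its spot did not exceed the trimmed blank mean by 2 trimmed SDs. This rule gave the deposited values back with a largest difference between 0.0130% and 0.0255% per array. The table is therefore on a linear scale, with no centring of single probes. The ribosomal RNA scaling and the baseline correction that the methods describe left no trace in it, and no probe name on the array refers to 28S. These processed values were used as an alternative.

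For the main analysis, the scanner intensities of all spots were background-corrected with normexp (offset 50) in limma 3.58.1 under R 4.3.3, put on the log2 scale and quantile-normalized over the miRNA probes. The offset pulls fold changes of dim probes towards 0, so the fold changes given here understate those of dim probes. A probe was tested where its spot lay above the mean of the blank spots plus 2 SD on at least 4 of the 8 arrays, which left 1076 probes, 1046 mouse and 30 viral. The limit was permissive. It was passed by 42.4% to 91.9% of the probes of an array, whereas 18.0% to 35.6% lay above the mean plus 2 SD of the negative control spots, and 232 probes passed that second limit on at least 4 arrays. No probe reached the largest value that the scanner can store. The number of arrays limits the precision of each value.

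The groups were compared with limma (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over the 1076 tested probes, threshold 0.05), without a block, as the methods compare the groups by an unpaired test. The methods' t-test, with no adjustment, was run as an alternative. Lists of miRNAs were tested with limma's camera with a preset correlation of 0.01, adjusted over the 22 lists with at least 3 tested probes, and again with the correlation estimated for each list. The lists covered hepatocytes, mesenchymal cells, leukocytes, red blood cells, endothelium, muscle, pancreas and neurons, the miR-200, miR-29, let-7, miR-15, miR-34 and miR-30 families, the miR-183, Dlk1-Dio3, miR-17, miR-23/27/24 and miR-193 to miR-365 clusters, the miRNAs singled out by the study, viral probes and late-numbered mouse entries (numbers of 1000 or more). The last pair served as controls for probe behaviour. Separation of the samples by diet was the mean Pearson correlation within groups minus that between groups, with an exact one-sided permutation test over the 35 splits of 8 arrays into 4 and 4. Measures with 1 value per array were compared with exact two-sided permutation tests, whose smallest possible p is 0.0286.

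Before the data were examined, the groups, lists, tests and most alternatives were fixed, as was the rule for the miRNAs named in the text. The paper, whose reported changes come from these same samples, had been read by then. The lists were therefore not chosen blind to those changes, and their tests are no independent evidence. The rule for named miRNAs was as follows. It takes the 9 miRNAs the study singled out, the 12 probes with the largest rise and the 12 with the largest fall among those past the threshold whose groups did not overlap, and up to 4 tested members of each list with the smallest p. The alternatives covered the background correction, the scaling between arrays, the filter on dim probes, the test, array weights, the replicate number as a block, the processed values, the thresholds and leaving out each array. Spike control scaling, the filters on negative controls and on the authors' limit, and the processed values with the methods' t-test were added after seeing the data. The 28S scaling was not run because no probe carries that name, and a slide block was not run because the files do not name the slides.

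The procedure was tested on simulated data, in which 200 of the 1135 probes were changed by known folds on the real blank spots and signal levels. Of the tested probes changed 1.5-fold, 16.4% of 61 were recovered in the right direction, against 46.9% of 64 changed 2-fold and 90.6% of 64 changed 3-fold. Among changed probes brighter than the median of those changed, the median log2 change found was 0.30 for 1.5-fold, 0.42 for 2-fold and 0.69 for 3-fold. These values are smaller than the changes put in, so fold changes can be understated beyond the dimmest probes. Of 102 probes called in the simulation, 4 were unchanged ones. With no probe changed, limma called 0 of 1052. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. A metformin series of the same study was not analysed here.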

Results

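To compare the hepatic miRNA profile of mice on a diet lacking methionine and choline (MCD), a dietary model of steatohepatitis, with that of mice on a normal diet, 8 arrays were examined, 4 per diet. The labels number them as separate liver samples without naming the mice, so p-values measure the spread between these samples. Of the 1135 probes, 319 lay above the blank limit on all 8 arrays. The brightest was miR-3968, at 46257 ± 4288 intensity units in control and 51724 ± 6532 in MCD (SD, n = 4), followed by miR-122 in control liver.

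Between the diets, 62 probes were higher and 48 were lower in MCD (limma, adjusted p under 0.05). With quantile normalization, miR-200a was 5.06-fold higher and miR-326* 3.44-fold lower, the largest changes each way. Their lead depended on the processing, since miR-2861 fell further than miR-326* under global, 75th percentile, cyclic loess, spike control or no scaling and on the authors' values. Likewise miR-200b rose further than miR-200a on the authors' values, and after blank subtraction miR-3096b-3p rose further than miR-200a and miR-193 fell further than miR-326*. The median change was 1.62-fold among the higher probes and 1.53-fold among the lower ones. A change of more than 2-fold was reached by 12 higher and 8 lower probes. Over all 1076 tested probes, whether past the threshold or not, the 4 MCD arrays lay wholly above the 4 control arrays for 95 and wholly below for 67, where chance gives a share of 0.0286, or 30.7 probes, both ways together. Of the changed probes, 48 higher and 43 lower ones also lay above the negative control limit on at least 4 arrays. With the arrays scaled by spike control spots, the median of all tested probes moved by -0.24 on the log2 scale, and 34 probes were higher and 93 lower, a higher share of 26.8% against 56.4%. Scaling to the 75th percentile gave 64 higher and 31 lower, a higher share of 67.4%. The position of the array on its slide differed completely between the diets, so any share of a change that came with position cannot be told apart from one that came with diet.

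On the processed values of the authors' deposited table, the methods' t-test without adjustment passed 71 higher and 60 lower of the 573 probes with a value on every array, where chance alone gives 28.65. These are also the counts that the study reported. After Benjamini-Hochberg adjustment 12 and 15 remained past the threshold. Of the 131 probes, 42 higher and 40 lower ones were also past the threshold of limma above.

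The arrays separated by diet over all tested probes, not only over those chosen as different. The mean correlation within groups was 0.971 (from 0.960 to 0.979) and that between groups was 0.935 (from 0.919 to 0.950). The difference of 0.0352 was the highest of the 35 splits (exact permutation p = 0.0286, one-sided, the smallest these splits can give). The next highest split gave 0.0121. The first principal component held 50.9% of the variance and placed every control array below 0 and every MCD array above 0.

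**Figure D1:**
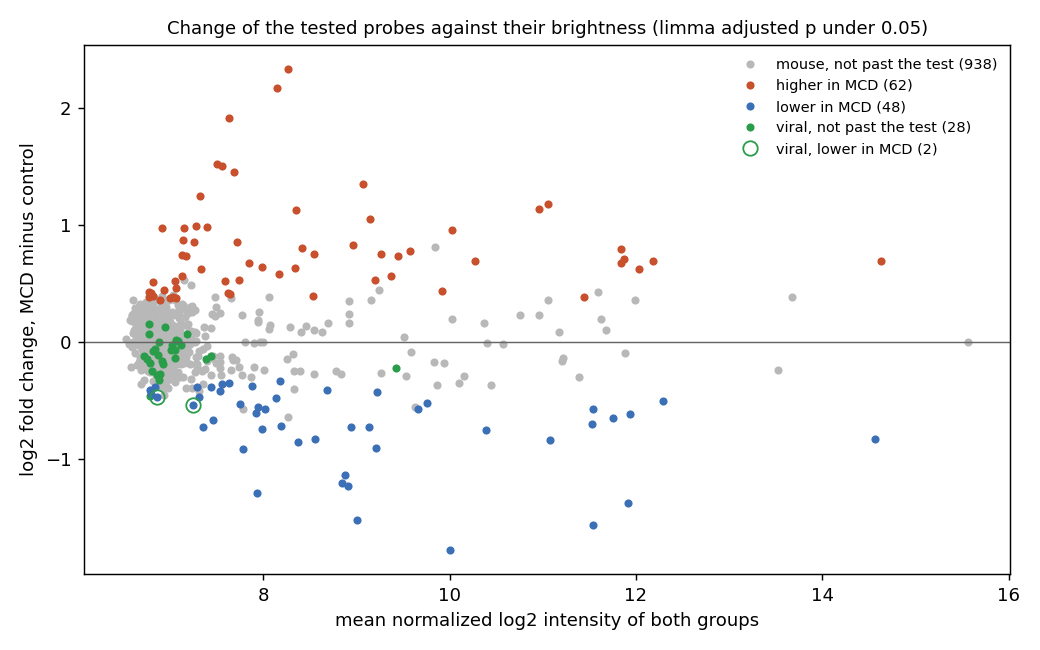
Log2 fold change (MCD minus control) of each tested probe against its mean normalized log2 intensity over both diets, with 62 probes higher (red), 48 lower (blue) and viral probes in green. The changed probes span dim and bright signals, and the largest rises lie among dim probes.

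All 9 miRNAs that the study singled out passed the threshold in the study's direction. They were chosen on these samples, so their direction is no independent evidence. Among the 5 higher ones, miR-376a, of the imprinted Dlk1-Dio3 region, rose most, from 6.74 ± 0.12 to 8.26 ± 0.38 on the log2 scale (SD, n = 4), a log2 fold change of 1.53 ± 0.16 (SE, limma adjusted p = 4.91e-05). Its change was 0.84 without background correction and 2.68 after blank subtraction. The same settings gave 0.35 and 1.51 for miR-127, and of 60 named changed probes the first made the log2 change over 1.5 times smaller for 25 and the other over 1.5 times larger for 21. The change was 0.74 for miR-127 and 0.46 for miR-300, both of the same region. It was 0.68 for miR-34a, a p53 target that represses SIRT1, and 0.42 for miR-342-3p. In control liver, miR-376a and miR-300 were above the blank limit on 3 of 4 arrays and miR-127 on 2, so their rise starts near background. Among the 4 lower ones, miR-122, the most abundant hepatocyte miRNA, had spot intensities of 36990 ± 4382 in control and 17471 ± 1980 in MCD (SD, n = 4), and fell by 0.83 on the log2 scale (limma adjusted p = 0.000955). It held the same rank on every control array, so quantile normalization left no spread there. The fall was -1.13 ± 0.09 for miR-101b, -0.65 ± 0.10 for miR-194 and -0.37 ± 0.09 for miR-705 (SE). The call of miR-705 ended under global, 75th percentile, cyclic loess, spike control or no scaling, on the authors' values, after blank subtraction, and without control 1, 3 or 4 or MCD 1, 2 or 3. The call of miR-300 ended under spike control scaling, after blank subtraction, with the methods' t-test after adjustment, and without control 3 or 4 or MCD 2 or 3. That of miR-342-3p ended under spike control scaling (adjusted p = 0.233), after blank subtraction (adjusted p = 0.120) and without MCD 2, and those of miR-122 (adjusted p = 0.0553) and miR-194 (adjusted p = 0.0831) ended after blank subtraction. Under spike control scaling 6 of the 9 passed, and after blank subtraction 4 did. The changes of miR-122 and miR-194 after blank subtraction were -0.84 and -0.68, no smaller than in the main fit.

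**Figure D2:**
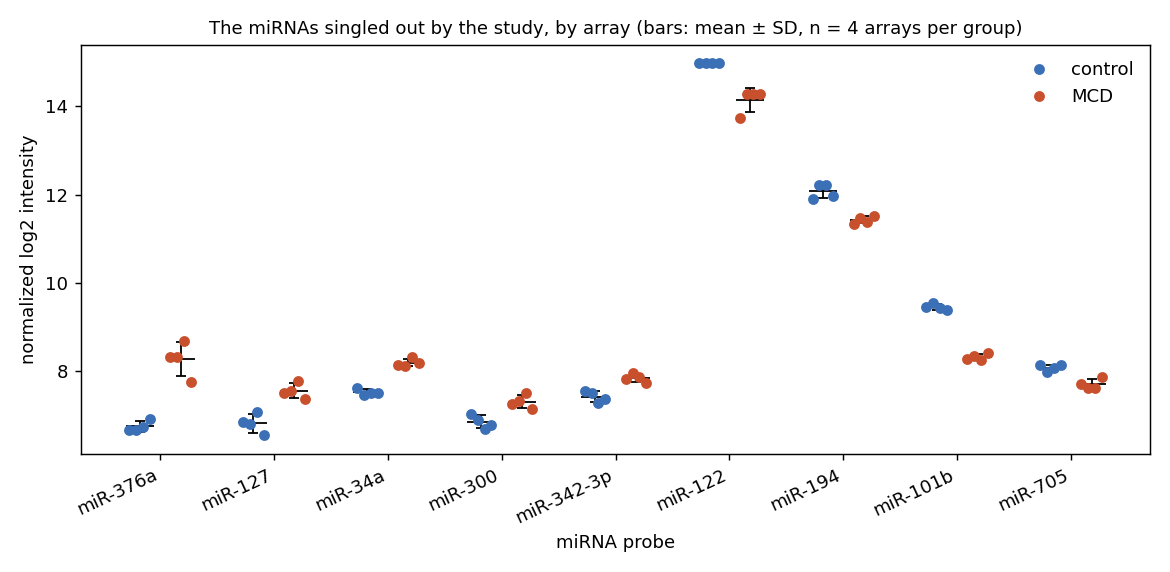
Normalized log2 intensity of the 9 miRNAs singled out by the study on each control (blue) and MCD (red) array, with the mean and SD of 4 arrays as bars. For each miRNA the 4 MCD arrays lie wholly above or wholly below the 4 control arrays, and miR-376a moves most, from 6.74 to 8.26.

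Beyond these 9, the probes with the largest changes in the same fit were 2 of the miR-200 family. After miR-200a (7.10 ± 0.15 to 9.44 ± 0.62, limma adjusted p = 3.45e-05) came miR-200b, which rose 4.50-fold. The late-numbered miR-3096b-3p and miR-3096-3p rose 3.77-fold and 2.75-fold. The remaining largest rises were those of miR-379 and miR-376b of Dlk1-Dio3, miR-199a-3p (a probe shared with miR-199b), miR-199a-5p, miR-23a, miR-23b and let-7i, from 1.05 to 1.51 on the log2 scale. In control liver, miR-3096b-3p and miR-379 were above the blank limit on 3 of 4 arrays and miR-376b on 2. The falls after miR-326* were those of miR-2861 (-1.57), miR-711 (-1.52), miR-2137 (-1.38), miR-193 (-1.29), miR-3077* (-1.23) and miR-211* (-1.21). Falls between -0.84 and -0.92 were found for miR-1893, miR-92b*, miR-744 and miR-762. Of the 12 largest falls, miR-2861 and miR-2137 were among the brightest, with control means of 12.32 and 12.61. Both are late-numbered, as are miR-3077* and miR-1893, and thus belong to a list that served as a control for probe behaviour. The methods' t-test after adjustment, and blank subtraction, ended the calls of miR-92b*, miR-744 and miR-762, and 75th percentile scaling that of miR-744.

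Of 12 tested hepatocyte miRNAs, 5 fell in MCD, 0 rose and 7 did not pass (6 lower when adjusted over the list alone). Besides miR-122 and miR-194, which the study had also picked from these samples, miR-192 fell by 0.61 and the passenger strand miR-122* by 0.57. The list median was -0.28 (camera adjusted p = 0.00401, and adjusted p = 0.0704 with an estimated correlation). The call of miR-192 ended without control 1, 2 or 4 or MCD 1, 2 or 3, and that of miR-122* without control 1, 2, 3 or 4. Both also ended after blank subtraction, with the smaller normexp offset and with the methods' t-test after adjustment, and that of miR-122* on the authors' values. The changes stayed as large after blank subtraction and with the smaller offset, at -0.63 and -0.62 for miR-192 and -0.62 and -0.60 for miR-122*.

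Of 16 tested mesenchymal miRNAs, which mark stellate cells, fibroblasts and smooth muscle, 7 rose and 0 fell (9 higher when adjusted over the list alone). The rise was 1.35 ± 0.17 for miR-199a-3p, 1.13 ± 0.18 for miR-199a-5p, 0.96 ± 0.12 for miR-125b-5p and 0.78 ± 0.10 for miR-145 (log2, SE). The list median was 0.41 (camera adjusted p = 2.54e-06, and adjusted p = 0.0672 with an estimated correlation). In the miR-200 family, epithelial miRNAs that in liver lie mainly in bile duct cells, miR-200a, miR-200b and miR-429 rose and the other 7 members did not pass. The change of miR-429 was 1.00 ± 0.14, from a control signal above the blank limit on 1 of 4 arrays, and miR-200b* was at 0.27 ± 0.10. The list median was 0.30 (camera adjusted p = 0.00150, and adjusted p = 0.146 with an estimated correlation).

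Of 13 leukocyte miRNAs, 4 rose, namely miR-223 of myeloid cells (0.63 ± 0.15), miR-142-5p (0.52 ± 0.13), miR-342-3p and miR-146b (0.38 ± 0.09), and adjustment over the list alone gave the same count. After blank subtraction all 4 calls ended (adjusted p from 0.0673 to 0.120), though the 4 changes were larger there, from 0.68 to 0.91. Under spike control scaling the calls of miR-142-5p (adjusted p = 0.135), miR-342-3p and miR-146b (adjusted p = 0.479, a change of 0.16) ended. The call of miR-142-5p also ended without control 1, 3 or 4 or MCD 1, 2 or 3, that of miR-146b under global or no scaling and without control 1, 3 or 4 or MCD 1 or 3, and that of miR-223 without control 1. The methods' t-test after adjustment ended those of miR-223 and miR-142-5p. The list median was 0.10 and turned to -0.13 under spike control scaling (camera adjusted p = 0.0419, and adjusted p = 0.290 with an estimated correlation). This list lost its call with the filters on negative controls, on the authors' limit and on 3 SD of the blanks, and without control 1, control 4, MCD 2 or MCD 3. The endothelial list had 2 probes, too few for the list test. Its guide strand miR-126-3p rose by 0.67 ± 0.13 and miR-126-5p was at 0.09 ± 0.12, not past the threshold. The rise of miR-126-3p lost its call under spike control scaling (adjusted p = 0.242), after blank subtraction (adjusted p = 0.111), with the methods' t-test after adjustment (adjusted p = 0.0591) and on the authors' values (adjusted p = 0.390). Of 5 erythroid probes 0 passed limma over all probes or adjusted over the list alone, and 1 was lower at an unadjusted p under 0.05. The red cell miR-451 was at 0.81 ± 0.44, with a SD of 0.84 within control and 0.88 within MCD.

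**Figure D3:**
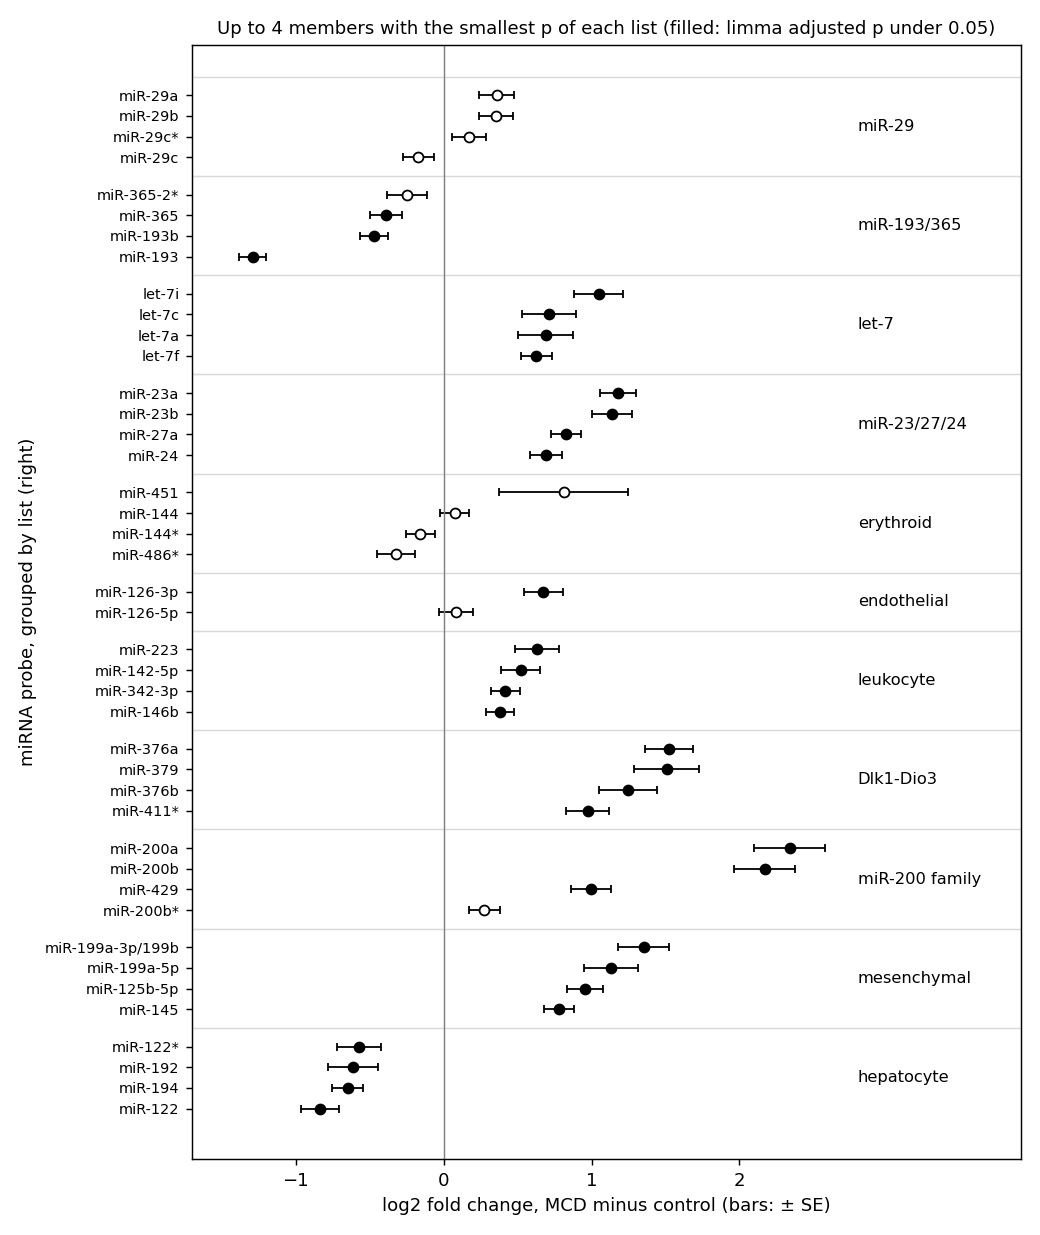
Log2 fold change (MCD minus control, with SE) of up to 4 members with the smallest p in each of 11 lists, filled where limma's adjusted p was under 0.05. Members shown of the hepatocyte and miR-193 to miR-365 lists lie below 0, while those of the mesenchymal, leukocyte and miR-23/27/24 lists lie above 0; each list holds further members that are not drawn.

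Of 95 tested probes of the imprinted Dlk1-Dio3 region, which holds a large cluster of maternally expressed miRNAs, 12 rose and 0 fell (15 higher when adjusted over the list alone). The largest rises were those of miR-376a, miR-379 (1.51 ± 0.22), miR-376b (1.25 ± 0.19) and miR-411* (0.97 ± 0.14). The other 83 did not pass, and the list median was 0.04, or -0.20 under spike control scaling. The list as a whole was higher than other probes (camera adjusted p = 0.0103, and adjusted p = 0.134 with an estimated correlation). Its call ended among probes above background on all 8 arrays (adjusted p = 0.303). This list includes 3 of the miRNAs the study had picked.

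In the miR-23/27/24 clusters, 5 of 11 members rose and all 11 had positive changes, among them miR-23a (1.18 ± 0.12), miR-23b (1.14 ± 0.14), miR-27a (0.83 ± 0.10) and miR-24 (0.69 ± 0.11). The list median was 0.36 (camera adjusted p = 4.27e-05, and adjusted p = 0.0672 with an estimated correlation). The spots of miR-23a and miR-23b had similar intensities, 1734 and 1716 on control 1, and 2254 and 1956 on MCD 4. Whether these probes read separate miRNAs was not tested. In the let-7 family 4 of 20 members rose, let-7i most (1.05 ± 0.17), with let-7c, let-7a and let-7f between 0.63 and 0.71. Under spike control scaling let-7a, let-7c and let-7f were at 0.17, 0.29 and 0.19. These 3 lost their calls under global, 75th percentile, spike control or no scaling, after blank subtraction and on the authors' values. The call of let-7a also ended under cyclic loess and without control 1, 3 or 4 or MCD 1, 3 or 4, and that of let-7c under cyclic loess and without control 1 or 4 or MCD 2 or 3. The let-7 median was 0.10, turning to -0.14 under spike control scaling (camera adjusted p = 0.0231, and adjusted p = 0.169 with an estimated correlation). The let-7 list call ended under global, 75th percentile, spike control or no scaling, after blank subtraction, on the authors' values, with 3 SD of the blanks, and without control 4 or MCD 3. The miR-193 to miR-365 clusters had 3 of 7 members lower, miR-193, miR-193b (-0.47 ± 0.09) and miR-365 (-0.39 ± 0.11), with a median of -0.25 (camera adjusted p = 0.0179, and adjusted p = 0.134 with an estimated correlation). The call of miR-24 ended under spike control scaling, after blank subtraction and on the authors' values, and that of miR-365 under global, 75th percentile, cyclic loess or no scaling, in further settings, and without control 1, 3 or 4 or MCD 1, 2 or 3. Adjusted over the list alone, 5 miR-23/27/24 members were higher, as were 6 of let-7 with 1 lower, and 3 of the miR-193 to miR-365 clusters were lower.

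Other families did not pass as lists. In the miR-15 family, miR-15b (0.81 ± 0.10), miR-195 and miR-497 rose among 12 members (camera adjusted p = 0.0660), and the list passed in several other settings. Members of the miR-17 clusters went both ways, with miR-106b (0.58 ± 0.11) and miR-19b higher and miR-363-5p (-0.72 ± 0.12) and miR-92a-2* lower among 26 (adjusted p = 0.348). Of 11 miR-30 probes, miR-30e (-0.43 ± 0.12) and miR-30e* were lower (adjusted p = 0.731). Of 7 probes of the miR-29 family, which represses collagen genes, 0 passed limma over all probes and 2 were higher at an unadjusted p under 0.05, with miR-29a at 0.36 ± 0.12 and miR-29b at 0.36 ± 0.11 (list adjusted p = 0.268). Adjusted over the list alone, 2 were higher. Of 6 miR-34 probes only miR-34a passed (list adjusted p = 0.213), and of 6 miR-183 cluster probes 0 did, though 3 were higher adjusted over the list alone or at an unadjusted p under 0.05 (list adjusted p = 0.159). Of 26 alternative settings, miR-497 was called in 21, miR-195 in 16, miR-19b in 14, and miR-30e and miR-30e* in 12 each. Calls ended for miR-195 and miR-30e without any 1 array other than MCD 4, for miR-30e* without any control or MCD 1 or 2, for miR-19b without control 1, 3 or 4, for miR-497 without control 4 or MCD 2 or 3, and for miR-92a-2* without control 4.

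Lists for tissues outside the liver gave little. Of 8 muscle probes, miR-206* was higher by 0.36 ± 0.09, at a level above the negative control limit on 2 of 8 arrays, and miR-1a was at 0.25 ± 0.11. The call of miR-206* was kept in 13 of the 26 settings and ended, among others, under spike control scaling and without control 3 or 4 or MCD 2 or 3. Pancreas and neuron lists had 0 members past limma's threshold among 6 and 7 probes (at an unadjusted p under 0.05, 1 higher and 1 lower for pancreas and 1 higher for neurons), with list medians of -0.02 and 0.10. Camera's adjusted p was 0.354 for muscle, 0.956 for pancreas and 0.721 for neurons, and 0.733 for the erythroid list.

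Probes for viral miRNAs, which should find no target in mice that no source describes as infected, still gave signal above the blank limit, 28.2 ± 6.2 of 39 on control arrays and 23.8 ± 5.7 on MCD arrays (SD, n = 4, exact permutation p = 0.343, two-sided). Above the negative control limit the numbers were 6.0 ± 2.2 and 4.75 ± 2.22. In the same fit, 2 of 30 tested viral probes were lower, mcmv-miR-M23-2 by 0.54 ± 0.13 and mcmv-miR-m01-4* by 0.47 ± 0.12 on the log2 scale, the latter above the blank limit on 1 of 4 MCD arrays. The viral list median was -0.12 (camera adjusted p = 0.0132, and adjusted p = 0.244 with an estimated correlation). Among 284 late-numbered mouse entries, 9 rose and 16 fell, with a median of -0.05 (camera adjusted p = 0.0196, and adjusted p = 0.233 with an estimated correlation). Both control lists thus passed with the preset correlation, below the camera adjusted p of the let-7 (0.0231) and leukocyte (0.0419) lists. The viral list also lay below the miR-193 to miR-365 list (camera adjusted p = 0.0179). A pass of that size does not by itself set a list apart from these controls. Without MCD 3, neither control list passed (adjusted p = 0.0535 and 0.104). The viral list also lost its call among probes above background on all 8 arrays (adjusted p = 0.398), with the filter on negative controls (adjusted p = 0.514), with 3 SD of the blanks (adjusted p = 0.0915) and on the authors' values (adjusted p = 0.546), and the late-numbered list lost its call with fry (adjusted p = 0.0654).

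The arrays differed by diet outside the miRNA probes as well. The local background was 153 ± 6 intensity units on control arrays and 132.5 ± 7.1 on MCD arrays (SD, n = 4, exact permutation p = 0.0286, two-sided). Blank spots averaged 221.5 ± 4.6 and 211.4 ± 6.4 (exact permutation p = 0.0571, two-sided). The signal of the second spike control was 13.68 ± 0.05 and 13.81 ± 0.19 on the log2 scale (exact permutation p = 0.343, two-sided).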

Values the study reported

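The study fed male mice, 8 weeks old at the start, an MCD or a normal diet for 15 weeks. From 1,135 mouse miRNA probes it reported 71 miRNAs as higher and 60 as lower in the liver of MCD-fed mice. It set the P-value cut-off at 0.05 without error correction. In a further comparison, 5 of the 71 were lowered and 4 of the 60 were raised when MCD-fed mice also received metformin.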

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

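The background, cell share and scaling tests, the neighbours printed in another block, the adjacent spots, the comparison of miR-199a-3p with miR-126-3p, and the choice to read the print block test together with the neighbours and adjacent spots, since its p alone excludes nothing, came after the values they bear on had been seen; the splits, the neighbour, print block and shared-signal tests were set before theirs. Arrays far from the other 3 of their diet were found in 19 of 202 groups of 4, where chance flags about 10.1. In 6 of them the other 3 arrays held an equal value, which quantile normalization gives to equal ranks. Among controls, control 1 was apart for miR-199a-3p (8.24) and miR-34b-5p (6.97), and control 2 for miR-23a (10.72), miR-2861 (12.02), miR-211* (8.99) and miR-144 (7.03). Control 3 was apart for miR-195 (8.10), and control 4 for let-7f (11.56) and miR-34c (6.85). Among MCD arrays, MCD 1 was apart for miR-122 (13.73), miR-19b (10.38) and miR-30e (8.64), and MCD 2 for let-7a (12.07) and miR-219-3p* (6.998). MCD 3 was apart for miR-122* (8.85) and miR-29c* (6.87), and MCD 4 for miR-1a (6.54), all as normalized log2 intensity. Control 2 had 481 probes above the blank limit, against 976 to 1026 on the other controls. The negative control spots of MCD 1 averaged 226.5 intensity units, against 254.9 to 260.2 on the other MCD arrays.

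The first spike control, whose spots are not among the probes compared, was 0.31 higher on the MCD arrays (log2, 13.92 ± 0.08 against 14.23 ± 0.10, SD, n = 4, exact permutation p = 0.0286, two-sided, higher on 4 of 4).

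The 110 changed probes were set against chance, array position and uneven hybridisation. Of the 35 splits of the arrays only 1, the diets themselves, gave 110 changed probes, and the highest other gave 1. That share of 0.0286 is the smallest that 35 splits can give. All other splits mix the diets, which widens the spread within their groups and lowers their counts. Chance is thus made less likely but not excluded. Tested probes of genes within 10000 bases of a changed probe's gene but of another miRNA number (GRCm38, 97.2% of mouse probes matched) moved with it. The mean was 0.19 on the log2 scale, positive for 37 of 48 changed probes, where intensity-matched probes gave 0.00 (permutation p = 1e-04, the smallest 10000 draws can give). The mean was 0.17 for the 37 higher probes and 0.25 for the 11 lower ones. Among the lower ones, miR-3960 (1.57) and miR-2861 (0.70) were highest, each the only neighbour of the other. The values of miR-193, miR-193b, miR-365 and miR-1912 lay from 0.12 to 0.39. Those of miR-194, miR-192, miR-5132, miR-363-5p and miR-92a-2* were negative, from -0.13 to -0.02. Position or unevenness that acts on spots whatever their sequence would not give the mean of 0.19 as the whole cause. The falls alone were not tested, so for them such a cause stays open. Some neighbours are of 1 family, such as miR-429 and miR-200a, and the draws matched intensity but not sequence. An effect of position that depends on sequence was therefore not excluded. Neighbours, which are not independent of each other, gave the same 0.19 where printed in another block. The changed probes showed no detectable crowding over the 16 print blocks (permutation p = 0.422), but over 1627 pairs of adjacent spots that were not such neighbours the log2 changes correlated with r of 0.0889 (across probes, which are not independent replicates, permutation p = 0.0014, one-sided), so uneven hybridisation on a scale finer than the blocks stays open for a share of the changes. A share due to position, the diet itself and a batch along with it stay open too, since these cannot be told apart here.

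In MCD 7 of 16 mesenchymal, 3 of 10 miR-200 family and 4 of 13 leukocyte members were higher, 0 of 5 erythroid ones passed limma, and 5 of 12 hepatocyte members were lower, with list adjusted p of 0.0672, 0.146, 0.290, 0.778 and 0.0704 with an estimated correlation. A lower share of hepatocytes alone was set to raise markers of the other types alike. The rises of miR-200a and miR-142-5p differed by 1.82, which is 6.69 times the SE of that difference. Those of miR-199a-3p and the bright miR-126-3p differed by 0.68 (3.14 times its SE). These gaps cannot decide the question, since the strands miR-126-3p and miR-126-5p of 1 cell type also differed, at 0.67 ± 0.13 and 0.09 ± 0.12 (SE). The offset shrinks the changes of dim markers, but a smaller offset did not narrow these gaps. With it miR-200a and miR-142-5p were at 2.67 and 0.63, and miR-199a-3p and miR-126-3p at 1.45 and 0.68. Because strands of 1 cell type also differed, a lower share of hepatocytes stays open. The median of the mesenchymal list was above 0 under every scaling run, from 0.31 with spike controls (bootstrap SE 0.23) to 0.55 at the 75th percentile. That SE came from resampling list members, so it does not measure the spread between arrays. Scaling between arrays stays open for the absolute direction of this list. Of the 62 higher probes, 33 were still called under spike control scaling. More mesenchymal or bile duct cells and altered expression within cells were not tested.

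Of 30 tested viral probes, which have no known target here, 2 were lower in MCD (6.67%, against 10.3% of mouse probes changed, Fisher's exact p = 0.761, two-sided), and their list median of -0.12 passed with the preset correlation but not with an estimated one (adjusted p = 0.244). Negative control and S-Probe spots on the same scale moved by -0.0366 against -0.12 for the viral probes, a gap beyond 2 SE. That SE came from resampling probes and control names on the same 8 arrays, so it does not measure the spread between arrays. Whether lower background on the MCD arrays accounts for all of that median therefore stays open. RNA from another source that also binds the late-numbered probes that fell was tested by the within-diet deviations of the 8 arrays, which gave Pearson's r of 0.00343 (permutation p = 0.444) and Spearman's rho of 0.0714 (permutation p = 0.462), and r of -0.20 without the 2 arrays farthest from the median. With 8 arrays this leaves the question open, and no biological explanation was tested.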

How the results depend on the processing

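Spike control scaling, the filters on negative controls and on the authors' limit, and the authors' values with the methods' t-test were chosen after seeing the data; 28S scaling and a slide block were not run. No call turned its direction in any setting, and of the 110 changed probes 26 (13 higher, 13 lower) were called in all of 26 settings (those that leave out an array or change the processing, the filter or the fit, without the other thresholds, the list tests, the methods' t-test unadjusted and the authors' values with it). The separation by diet lay between 0.0312 and 0.0591 in the other settings. Blank subtraction gave 29 higher and 15 lower probes, and 4 of the 9 study miRNAs. Spike control scaling gave 34 and 93, the methods' t-test 123 and 94 unadjusted, 37 and 24 after Benjamini-Hochberg, and 39 and 25 with a change over 50%. An adjusted p under 0.01 gave 38 and 23. Scaling to the 75th percentile gave 31 lower. Leaving out 1 array gave 45 to 70 higher and 28 to 48 lower, with 28 without control 1, 31 without control 3, 28 without control 4 and 30 without MCD 3. Viral probes changed, 2 above, were 0 to 3 without 1 array (0 without control 1, control 4, MCD 1 or MCD 3). They were 0 after blank subtraction, with the filter on negative controls, at 0.01, and with the methods' t-test adjusted or with the size limit. They were 1 without background correction, with all 8 arrays above background, with 3 SD of the blanks and on the authors' values with either test, 4 at 0.10, 5 with the methods' t-test unadjusted and 6 with spike control scaling. With an estimated correlation 0 of the 22 lists passed (12 with the preset one, 15 with fry). Fewer tested probes, an altered scale or fewer arrays define these settings; beyond that the cause was not tested.

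Whether the replicate numbers pair the arrays was not settled. Same-numbered arrays deviated together with correlations of 0.0756, 0.0953, -0.00685 and 0.0636, all under 0.1, against -0.118 to 0.0789 for arrays of unlike number. Controls 1, 2 and 4 correlated best with the MCD array of their own number, a hint from the data and not from the design, and control 3 did not. The first spot lay at Y positions of 3590 and 3570 on controls 1 and 2 and of 3690 on controls 3 and 4. It lay at 35140 on MCD 1 and 2 and at 35250 on MCD 3 and 4. A pairing, or a batch shared by arrays of these numbers, is therefore not excluded. With the replicate block 67 probes were higher and 51 lower, the leukocyte list did not pass (adjusted p = 0.0577), nor did miR-30e* and miR-206*. Signal over background limits the dim probes, of which most lie within the range of the negative control spots.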

Other observations

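Of the changed probes, 20 belong to no list and to none of the groups named above, 10 higher and 10 lower. The following were chosen after their values were seen. The probe of miR-708 was above the blank limit on 0 of 4 control and 4 of 4 MCD arrays, and rose by 0.97 on the log2 scale (limma adjusted p = 1.64e-05). Its MCD mean was 7.40 ± 0.05 (log2, SD, n = 4), and its measured control mean of 6.43 ± 0.07 was not above background. Against the dimmest signal above the limit on each control array, or its own where higher, the rise was 1.81-fold. The limit was applied before the local background was corrected for, so a probe under it can exceed that dimmest signal. The 1.81-fold rise is therefore no strict minimum. Rises were also found for miR-99b (0.63 ± 0.11), which shares a cluster with let-7e and miR-125a, and for miR-218 (0.52 ± 0.10, log2, SE), which was above the limit on 3 of 4 control arrays. Falls of similar size were found for miR-328* (-0.76 ± 0.15), miR-203 (-0.75 ± 0.12), known from skin epithelium, and miR-378 (-0.73 ± 0.10), which lies within the gene of the metabolic coactivator PGC-1β.

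The MCD arrays differed in how far they moved. For probes called without the array in question, MCD 4 had 66.8% ± 4.7 (bootstrap SE) of the mean rise of the other 3 and 77.6% ± 3.4 of their mean fall, against 118% ± 7 and 118% ± 5 on MCD 3. That SE came from resampling probes, which are not independent, so it does not measure the spread between arrays. The probes were chosen for their change on the other 3, which by itself can lower the share of the array left out.

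The deposited labels give 23 weeks of diet. That is longer than the feeding time quoted from the study above. It equals the age that the mice would have reached at the end of that feeding time, from the starting age quoted there, and which of the 2 the labels mean was not settled.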
